# Long-lived rodents reveal signatures of positive selection in genes associated with lifespan

**DOI:** 10.1371/journal.pgen.1007272

**Published:** 2018-03-23

**Authors:** Arne Sahm, Martin Bens, Karol Szafranski, Susanne Holtze, Marco Groth, Matthias Görlach, Cornelis Calkhoven, Christine Müller, Matthias Schwab, Johann Kraus, Hans A. Kestler, Alessandro Cellerino, Hynek Burda, Thomas Hildebrandt, Philip Dammann, Matthias Platzer

## Abstract

The genetics of lifespan determination is poorly understood. Most research has been done on short-lived animals and it is unclear if these insights can be transferred to long-lived mammals like humans. Some African mole-rats (*Bathyergidae*) have life expectancies that are multiple times higher than similar sized and phylogenetically closely related rodents. To gain new insights into genetic mechanisms determining mammalian lifespans, we obtained genomic and transcriptomic data from 17 rodent species and scanned eleven evolutionary branches associated with the evolution of enhanced longevity for positively selected genes (PSGs). Indicating relevance for aging, the set of 250 identified PSGs showed in liver of long-lived naked mole-rats and short-lived rats an expression pattern that fits the antagonistic pleiotropy theory of aging. Moreover, we found the PSGs to be enriched for genes known to be related to aging. Among these enrichments were “cellular respiration” and “metal ion homeostasis”, as well as functional terms associated with processes regulated by the mTOR pathway: translation, autophagy and inflammation. Remarkably, among PSGs are *RHEB*, a regulator of mTOR, and *IGF1*, both central components of aging-relevant pathways, as well as genes yet unknown to be aging-associated but representing convincing functional candidates, e.g. *RHEBL1*, *AMHR2*, *PSMG1* and *AGER*. Exemplary protein homology modeling suggests functional consequences for amino acid changes under positive selection. Therefore, we conclude that our results provide a meaningful resource for follow-up studies to mechanistically link identified genes and amino acids under positive selection to aging and lifespan determination.

## Author summary

As an adaption to different environments rodents have evolved a wide range of lifespans. While most rodents are short-lived, along several phylogenetic branches long-lived species evolved. This provided us a unique opportunity to search for genes that are associated with enhanced longevity in mammals. Towards this, we computationally compared gene sequences of exceptional long-lived rodent species (like the naked mole-rat and chinchilla) and short-lived rodents (like rat and mouse) and identified those which evolved exceptional fast. As natural selection acts in parallel on a multitude of phenotypes, only a subset of the identified genes is probably associated with enhanced longevity. Applying several tests, we ensured that the dataset is related to aging. We conclude that lifespan extension in rodents can be attributed to changes in their defense against free radicals, iron homeostasis as well as cellular respiration and translation as central parts of the growth program. This confirms aging theories assuming a tradeoff between fast growth and long lifespan. Moreover, our study offers a meaningful resource of targets, i.e. genes and specific positions therein, for functional follow-up studies on their potential roles in the determination of lifespan–regardless whether they are currently known to be aging-related or not.

## Introduction

Most of the available information about the genetic mechanisms that govern lifespan and aging were obtained by studying single-gene mutations in invertebrates or short-lived, highly inbred vertebrate species. However, it is not clear whether insights about aging relevant genes and pathways gained from these species can be applied to long-lived species like human [1]. In addition, lifespan extensions under artificial laboratory conditions resulting from single gene mutations or other genetic, pharmacologic and/or lifestyle interventions are far smaller than natural variation of lifespan among species shaped by natural selection. Maximum lifespan of vertebrates varies about two orders of magnitude and is positively correlated with body mass [2, 3]. Therefore, comparative evolutionary approaches that search for genetic differences between closely related species that are long- and short-lived with respect to their body mass may reveal novel candidate genes and pathways or open new perspectives on known ones, e.g. by identifying amino acid sites under positive selection that are of potential functional relevance.

Rodents are an ideal taxon for such an approach. While the majority of species is short-lived, such as mice, rats and hamsters, there are long-lived exceptions, such as chinchillas, blind mole rats (*Spalax* sp.) and several African mole-rat species including the naked mole-rat (*Heterocephalus glaber*) [4, 5]. Furthermore, genome and transcriptome sequences of long- and short-lived species are available and can be used for comparative analysis.

African mole-rats (family Bathyergidae) are subterranean rodents that feed from roots and tubers. The family comprises six genera; for five out of these, maximum lifespan records are available for at least one species. Notably, and in contrast to most other rodents, all of these species have a maximum lifespan of above ten years and exceeding the predictions of the power-law that describes body mass/lifespan relationships in mammals [5]. At the extreme of this distribution, Zambian mole-rats from the *Fukomys micklemi* clade [6] with its best studied representative Ansell´s mole-rat (*F*. *anselli*) and the giant mole-rat (*F*.*mechowii*), as well as naked mole-rat, have maximum lifespans of at least ca. 20, 22 and 31 years, respectively. These values are 212%, 194% and 368% with respect to the predicted lifespan based on their body mass ([4], giant mole-rat percentage calculated with own lifespan data and same formula). In contrast, the established biomedical model organisms mouse (*Mus musculus*) and rat (*Rattus norvegicus*) have a maximum lifespan of 3.8 and 4 years, respectively, which is 51% and 32% of the predicted value. Remarkably, the greater cane rat (*Thryonomys swinderianus*) that is closely related to the African mole-rats reaches only 28% of the predicted maximum lifespan (Fig 1).

Due to a number of unique phenotypes, the naked mole-rat became the focus of intensive research [7]. The naked mole-rat shows (i) the longest lifespan among rodents, (ii) minimal aging-related decline in reproductive and physiological parameters, as well as (iii) and an extremely low aging-related increase in mortality rate [8, 9]. Among thousands of examined animals only six recently discovered cases of spontaneous tumors have been described [10, 11]. Interestingly, cancer resistance is shared with blind mole rat, which is, despite its name, rather distantly related to African mole-rats (Fig 1). However, different mechanisms are proposed for cancer resistance in these two taxa.

**Fig 1:**
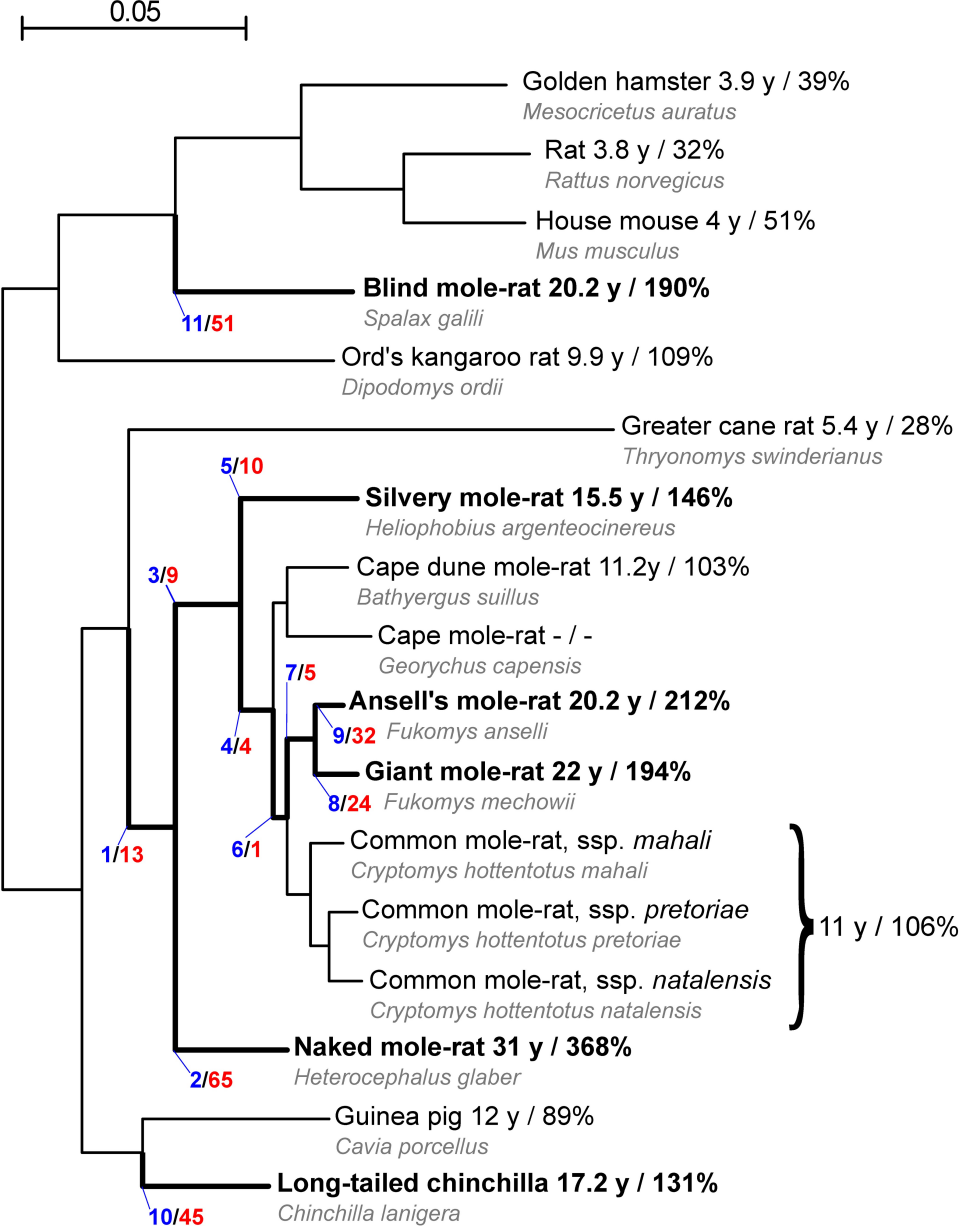
Nucleotide-based phylogeny of the analyzed rodents. Species or branches regarded in the present analyses as long-lived or leading to enhanced longevity, respectively, are depicted in bold. The branch numbers used in the text are shown in blue. The numbers of genes with signs of positive selection on the branches are colored in red. The first number after the species name shows the recorded maximum lifespan and the second number is the percentage of the observed vs. expected maximum lifespan based on the respective body mass. The maximum lifespans and ratios were taken from [4], except for silvery mole-rat (personal communication by R. Sumbera) and giant mole-rat (own data). For these two species, the expected maximum lifespans were calculated with the same mammalian allometric equation used by [4]. The scale bar represents 0.05 substitutions per site.

The search for signatures of positive selection represents a powerful approach to identify the genetic basis of phenotypes of interest. Positive selection is the fixation of an allele in a taxon driven by its positive effect on fitness. It has, however, to be taken into account that selection/adaptation–in particular over long evolutionary time scales–is driven by a multitude of environmental stimuli that affect a multitude of phenotypes. Therefore, a genotype-phenotype link cannot be provided by such analysis. It requires additional knowledge and, finally, experimental validation. Respectively, bioinformatic positive selection studies are primarily hypothesis-driven and hypothesis-generating research. In protein-coding sequences (CDSs), positive selection results in an increased rate of non-synonymous substitutions as compared to genetic drift. Statistical models based on the ratio of non-synonymous to synonymous substitution rates (*dN*/*dS*) are widely used in comparative genomics and allow the identification of specific amino acids within a given gene that changed due to positive selection [12–14].

Consequently, several studies performed genome-scale scans for positively selected genes (PSGs) in African mole-rats and blind mole rat. The first study [15] searched for PSGs on the very long naked mole-rat branch in a four-species comparison with human as an outgroup and the mouse and rat as further rodents. Among the 142 identified PSG candidates, three were members of a five-protein complex involved in alternative lengthening of the telomeres. The second study [16], used ten species with the guinea pig (*Cavia porcellus*) as most closely related species and scanned for PSGs along the branches leading to naked mole-rat, Damaraland mole-rat (*Fukomys damarensis*) and their last common ancestor (LCA), identifying 334, 179 and 82 candidates, respectively, including candidates associated with neurotransmission of pain in the naked mole-rat. A third study [17] used species from all six African mole-rat genera and searched the branch of the LCA of all African mole-rats that follows divergence from the guinea pig. Signs of positive selection were identified in 513 genes, including loci associated with tumorigenesis, aging, morphological development and sociality. All three studies suffer from a methodological limitation that is common in positive selection studies: in none of these, a closer related species than guinea pig was included. As guinea pig is not the closest relative of African mole-rats not expressing the phenotypes of interest, it cannot be excluded that fixation of detected signs of positive selection predates–and therefore could not contribute to–the evolution of these phenotypes [18]. A fourth study [19] examined the blind mole rat branch using the Chinese hamster (*Cricetulus griseus*) as the most closely related outgroup. Among the 48 PSG candidates, several were linked to necrosis, inflammation and cancer.

To better resolve the above-mentioned ambiguities and to achieve a higher resolution of positive selection in respect to the evolution of enhanced longevity along rodent phylogenetic branches, we analyzed genomic and transcriptomic data of 17 species–data from public sources and original data generated for this study. In particular, we generated genomic data for the greater cane rat as a key species absent from previous analysis and for the silvery mole-rat (*Heliophobius argenteocinereus*). We systematically scanned 11 evolutionary branches associated with the evolution of enhanced longevity (6 corresponding to extant species and 5 to ancestral branches). This approach enabled us to date more precisely the occurrence of signatures of positive selection on multiple evolutionary branches.

In addition, we recently observed that PSGs in short-lived and fast-growing killifish were significantly more often up- than down-regulated during aging [14]. This finding is consistent with the concept of antagonistic pleiotropy [20] suggesting that the same genes that are positively selected for fast growth and maturation at young age are drivers of aging at old age. The antagonistic pleiotropy hypothesis is well supported, e.g. by the fact that growth rate and lifespan are negatively correlated, both between species and within many species [5, 21]. Respectively, we generated RNA-seq data from young and old naked mole-rats and rats to analyze the regulation of PSGs during aging, as selection may act both on the sequences of proteins and on their pattern of expression [22].

We found the identified PSGs to be enriched for genes related to aging and to show an expression pattern fitting the antagonistic pleiotropy theory of aging. Moreover, PSGs are linked to functional terms relevant to aging, like cellular respiration, metal ion homeostasis, regulation by the mTOR pathway, inflammation and the antioxidant defense. We discuss the implications of our results on the current understanding and for future follow-up studies of the genetic basis of aging and lifespan.

## Results and discussion

To gain new insights into the genetic mechanisms determining the lifespan in mammals, we performed a comparative genomic and transcriptomic study among long- and short-lived rodents. By searching for signs of positive selection on phylogenetic braches associated with the evolution of enhanced longevity, we aimed to provide a set of target genes/sites for future follow-up approaches to explore mechanistically their putative link to aging and lifespan determination. As natural selection acts in parallel on a multitude of phenotypes, we are aware that only a subset of the targets evolved under selection for enhanced longevity. To ensure that the dataset nevertheless represents a meaningful resource for aging research, we postulated four criteria for evaluation: (i) the PSGs show expression patterns during aging that are compatible with established theories of aging, (ii) the gene set is enriched for genes known to be aging-related, (iii) the gene set contains functional candidates for being relevant for aging but have not yet been associated therewith, and (iv) protein homology modeling of known aging-related genes suggests functional consequences for amino acid changes under positive selection.

As starting points for our analysis, we generated CDS libraries for five rodent species (four African mole-rat species and greater cane rat) based on transcriptomic and genomic data (S1/S2 Tables). Together with publicly available rodent CDS catalogs (S1 Table), we obtained data for 17 species, including several additional African mole-rats, chinchilla, blind mole rat and short-lived outgroups like the guinea pig, mouse and rat (Fig 1). From these sequences, we predicted orthologs and best matching isoforms between the species, calculated alignments and applied the branch-site test of positive selection to multiple branches [23].

Based on the lifespans of the extant species, we regarded six extant as well as five ancestral branches as leading to enhanced longevity and examined them for positive selection (Fig 1). We limited our analyses to those branches and did not consider a comparison to branches leading to short-lived rodents by two reasons. First, short/normal lifespan is widespread among rodents, and having a short lifespan is most likely the ancestral state in rodents. It is therefore much easier to identify phylogenetic branches on which lifespan was prolonged, e.g. within the mole-rat clade, than to identify branches on which lifespan was reduced. Second, there is an ongoing discussion that the same genes/pathways may be involved in the evolution of both short and long lifespan [24, 25], it is currently impossible to *in silico* predict whether positive selection in short- and long-lived species modulates gene functions in opposite directions.

In total, we detected 259 PSGs (false discovery rate (FDR) <0.1, branch-site test). Nine genes were found on multiple branches (S3 Table), resulting in a non-redundant set of 250 PSGs (S4 Table, S5–S15 Tables). Signs of positive selection for the same gene on multiple branches indicate possible parallel evolution. Among those, we found *AMHR2* (anti-Mullerian hormone receptor type 2) to be positively selected both on branch 2 (naked mole-rat) and branch 11 (blind mole rat). While AMHR2 plays a role in male fetal development and in ovarian follicle development of the adult female [26], no function with regard to aging is described yet. However, the protein kinase domain of AMHR2 contains the greatest number of longevity-selected positions based on a regression analysis with 33 mammalian species [27]. This domain contains 3 of 8 and 2 of 3 positively selected sites on branch 2 (naked mole-rat) and branch 11 (blind mole rat), respectively.

As a number of sequence/alignment characteristics potentially leads to a higher sensitivity of the underlying test of positive selection and thus could bias subsequent enrichment analysis, we specifically tested whether the identified PSGs had higher taxon coverage (S1 Fig) or greater sequence lengths (S2 Fig) than all tested genes. Neither was the case. Furthermore, analyses of GC-composition showed no differences between PSGs and all tested genes (S3/S4 Fig).

### Different studies on positive selection in mole-rats show minor overlaps

First, we compared our list of PSGs with the PSGs detected in previous studies of positive selection in mole-rats (S16 Table). As observed before, [17] PSGs from different studies show no or small overlaps. This is not surprising because the branches examined in previous studies differed from the branches examined in this study, even though some of them are named similarly. For example, Kim et al. examined a “naked mole-rat branch” using the house mouse as closest related species [15]. In our study, the sister taxon to naked mole-rat is represented by other African mole-rats and the house mouse is used only as an outgroup (Fig 1). In a similar way, the analysis of the African mole-rat ancestor by previous studies [17, 19] differs from ours as we incorporated the greater cane rat as closest related short-lived species and used guinea pig as an outgroup. We therefore analyzed evolutionary processes on a shorter phylogenetic distance that closely matches the appearance of the phenotypes under investigation. In addition, there are methodological differences between the studies, e.g. regarding ortholog prediction or alignment filtering. Unfortunately, the contribution of these technical variables to the discrepancies cannot be assessed as the alignments used for the previous studies are not available and cannot be compared with those generated and provided in our study (Supplement Data). Those five genes that were, despite the mentioned limitations, detected also by previous studies on the naked mole-rat branch (*AMHR2*, *IMP4*, *MYBPHL*, *MPZL2*, *TACC2*; S16 Table) can be considered as showing particular strong signals of positive selection.

### Positive selection leading to enhanced longevity and age-related expression are linked

Next, we analyzed the regulation of PSGs during aging–as selection may act both on the sequences of proteins and on their pattern of expression [19]–to identify potential links between positive selection on the analyzed branches and genetic determinants of lifespan. In general, directionality analysis of gene regulation during aging is complicated by the fact that the direction itself is not informative, whether the respective gene function is either causing or counteracting aging. For example, up-regulation of a causative gene may accelerate aging and shorten lifespan while adaptive up-regulation to counteract aging phenotypes may extend longevity. Based on our findings that up-regulation of PSGs in short-lived species may cause aging [14], we hypothesized that selection for enhanced longevity is more compatible with attenuation of gene activity–either on the level of protein function or gene regulation–since avoiding damage is easier than improving repair.

Moreover, genetics of aging is highly complex in general, and we do not assume that enhanced longevity evolved along the analyzed branches in the same way. But a number of genes/pathways are shown to be consistently involved in aging of even very distantly related taxa from yeast to mammals [28]. In addition, there are accumulating data that this is even more the case the closer related the taxa are [29, 30]. On this basis we hypothesize that there is a considerable overlap between the genes/pathways that are involved in aging among analyzed branches.

To evaluate these hypotheses, we performed RNA-seq and subsequently compared gene expression in liver from old vs. young males of both long-lived naked mole-rats (>21 vs. 2–4 years) as well as short-lived rats (24 vs. 6 months; S17–S19 Tables). Indeed, the union set of PSGs across all examined branches showed during aging preference for down-regulation in naked mole-rat and for up-regulation in rats in respect to all regulated genes (p = 0.0029, Lancaster procedure [31]). Moreover, 68 PSGs were both down-regulated in the long-lived naked mole-rat and up-regulated in the short-lived rat during aging (Fig 2), resulting in a highly significant preference for quadrant I (down in naked mole-rat, up in rat; p = 0.0017, one-sided fisher test, quadrant I against the sum of II, III, IV). These results indicate that identified PSGs are associated with expression changes during aging of long- and short-lived rodents consistent with the antagonistic pleiotropy theory of aging.

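Liver RNA of 6 young and 3 old male naked mole-rats was sequenced, with 1 library per animal. The young animals were 2.7 to 4.1 years old by their sample labels. S17 Table lists the old animals A, B and C as over 21, 30 and 21 years, whereas the sample labels give 20, 30 and 20 years. The deposited values are raw read counts per gene, made by the authors from reads that mapped to a single place in the genome with STAR. They sum to between 14541856 and 20464409 counts per young liver (median 17347451.5) and between 15176226 and 20048731 per old liver (median 18939427). These are fewer than the sequenced reads of S17 Table, and all values given here use the counts. Old against young livers were compared with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment over the 12277 genes that passed its filter on low counts and a threshold of FDR 0.1. The rats of the study were not analysed here. Albumin (ALB) took 1.41% of the counts of old liver A, 7.70% and 7.00% of those of old livers B and C, and 7.87% to 14.8% of those of the young livers. MTRNR2L4, whose sequence resembles mitochondrial ribosomal RNA, took 10.1% of the counts of liver A and 11.95% of those of the oldest young animal's liver, against 2.43% to 4.18% in the other 7. The Spearman correlation across genes of liver A was 0.841 with B and 0.853 with C, against 0.989 between B and C. The liver of the oldest young animal, called the oldest young liver below, had correlations of 0.901 to 0.915 with the other 5 young livers, which lay at 0.970 to 0.988 among one another. The sample titles mark all 6 young livers, and none of the old ones, as re-used. No label prefix, which may mark a sequencing run, holds both ages (0 prefixes). The prefix of liver A reads "merged", so it may not stand for a single run. A difference between library batches or in the origin of the data and the difference in age therefore cannot be told apart.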

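Complement component C1R had 8537 to 16803 counts in each young liver and 0 in each old liver of the deposited table, while C1orf87 had at most 1 count in the young livers and 15548 to 20736 in the old ones. Both lie in a run of 72 rows from C1QA to C1orf95, and a run of 21 rows from CXXC1 to CXorf66 shows the same. These 93 symbols are the ones whose place differs between an alphabetical order that heeds upper and lower case and one that does not. With the old livers' values of these rows put in the order that ignores case, C1R had 15548 to 20736 counts in the old livers and C1QC, a subunit of complement C1q, had 905 to 3712 in place of 1. Across the 93 rows, the correlation between the young and the old mean log2(CPM + 0.5) was -0.16 as deposited and 0.977 in that order, against 0.974 over 16221 other rows. The rows are genes, not independent replicates. As deposited, the 93 rows held 43 of the 50 lowest p-values of the edgeR test. They were left out of the tests, together with 25 rows whose symbols had been converted to dates and which hold 0.133% of the counts. This was decided after that ranking had been seen, and before any result on PSGs or gene lists had been computed.

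**Figure D1:**
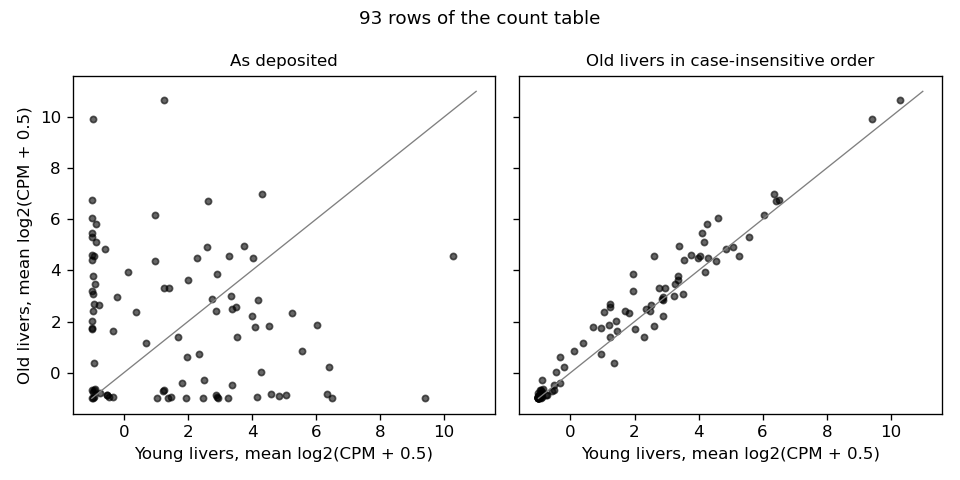
Mean log2(CPM + 0.5) of the 93 rows in the 6 young livers (horizontal axis) and the 3 old livers (vertical axis), with each point standing for 1 row and the grey line for equal values. The left panel shows the rows as deposited (correlation -0.16) and the right panel the same rows with the old livers' values in the order that ignores case (0.977).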

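Among the PSGs, CGREF1, a cell growth regulator, rose most clearly with age, from 10.8 ± 0.786 CPM (counts scaled to library size; SD, n = 6 young livers) to 30.8 ± 4.42 (SD, n = 3 old livers), a log2 fold change of 1.52 (standard error 0.18, FDR = 0.0117 from edgeR). COL6A2, a chain of collagen VI, and SARDH, an enzyme of glycine metabolism, were also higher in old livers, with log2 fold changes of 1.28 (FDR = 0.0541 from edgeR) and 1.34 (FDR = 0.0560 from edgeR), and both were highest in liver A (63.9 CPM against 26.1 and 22.4 in B and C for COL6A2, and 1476 against 437 and 552 for SARDH). Among the PSGs that fell, LRAT, which esterifies retinol in stellate cells, had a log2 fold change of -1.94 (standard error 0.46, FDR = 0.0478 from edgeR). AHSG, a glycoprotein that hepatocytes secrete into plasma, fell from 13186 ± 1525 CPM in young livers to 6372 ± 2507 in old ones (SD, FDR = 0.0669 from edgeR). Of the 250 PSGs of S4 Table, 225 matched a gene of the count table by symbol and 173 were tested, of which 14 were up-regulated and 9 down-regulated with age (12 and 7 when adjusted over the list alone). These counts were 2 and 3 without liver A, 2 and 0 without the youngest liver, 24 and 15 without the oldest young liver, 16 and 17 with DESeq2 and 26 and 37 with voom. Set against the other genes past the threshold, the odds ratio for down-regulation was 2.08 (Fisher's exact test, two-sided p = 0.0879, one-sided p = 0.0724). By the sign of the fold change alone, 97 of the 173 PSGs (56.1%) were lower in old livers, against 49.1% of the other genes, an odds ratio of 1.32 (Fisher's exact test, two-sided p = 0.0779, one-sided p = 0.0403). In camera, which allows for correlation between genes, the PSGs did not pass (p = 0.147). In a permutation test, random lists matched on mean expression gave p = 0.207 for the genes past the threshold and p = 0.293 for the sign. C1QC, C1orf174 and C1orf86 are PSGs that lie among the 93 rows left out, and all 3 were called down-regulated in the table as deposited. In the same pairs of rows named by the gene of the old livers, each of the 3 had the higher mean in old livers. With the 93 rows as deposited the odds ratios were 2.60 (two-sided p = 0.0147) and 1.37 (two-sided p = 0.0481), and with the old livers' values in the order that ignores case they were 2.07 (two-sided p = 0.0888) and 1.33 (two-sided p = 0.0681), all by Fisher's exact test.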

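In the naked mole-rat livers, 59 of the 68 PSGs that S23 Table assigns to quadrant I were tested. ADK, which phosphorylates adenosine, went from a mean of 121 CPM in young to 62.8 CPM in old livers, a log2 fold change of -0.94 (standard error 0.24, FDR = 0.0529 from edgeR). CYB5A, the electron carrier cytochrome b5, had a log2 fold change of -1.15 (standard error 0.32, FDR = 0.0643 from edgeR). GPAM and MOGAT2, acyltransferases of glycerolipid synthesis, had log2 fold changes of -1.33 (FDR = 0.0928 from edgeR) and -3.07 (FDR = 0.0959 from edgeR), and in both genes old and young livers overlapped. These 4 passed the threshold, no quadrant I PSG was higher, 55 did not pass, and 0 were lower when adjusted over the list alone. The number lower was 0 without any one of 4 young livers, 1 without liver A, 7 without the oldest young liver, 9 with DESeq2 and 23 with voom. All 59 had a negative log2 fold change, with a median of -0.47, but 48 did with voom and 50 without liver A, where the set of genes tested also differs. The study assigned PSGs to this quadrant by the sign of the fold change in these same livers, so neither count is independent evidence of its direction. The paper combines this direction in the naked mole-rat with the opposite one in the rat and, from the preference for quadrant I, proposes that the PSGs are tied to expression changes during aging as antagonistic pleiotropy would have it.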

**Fig 2:**
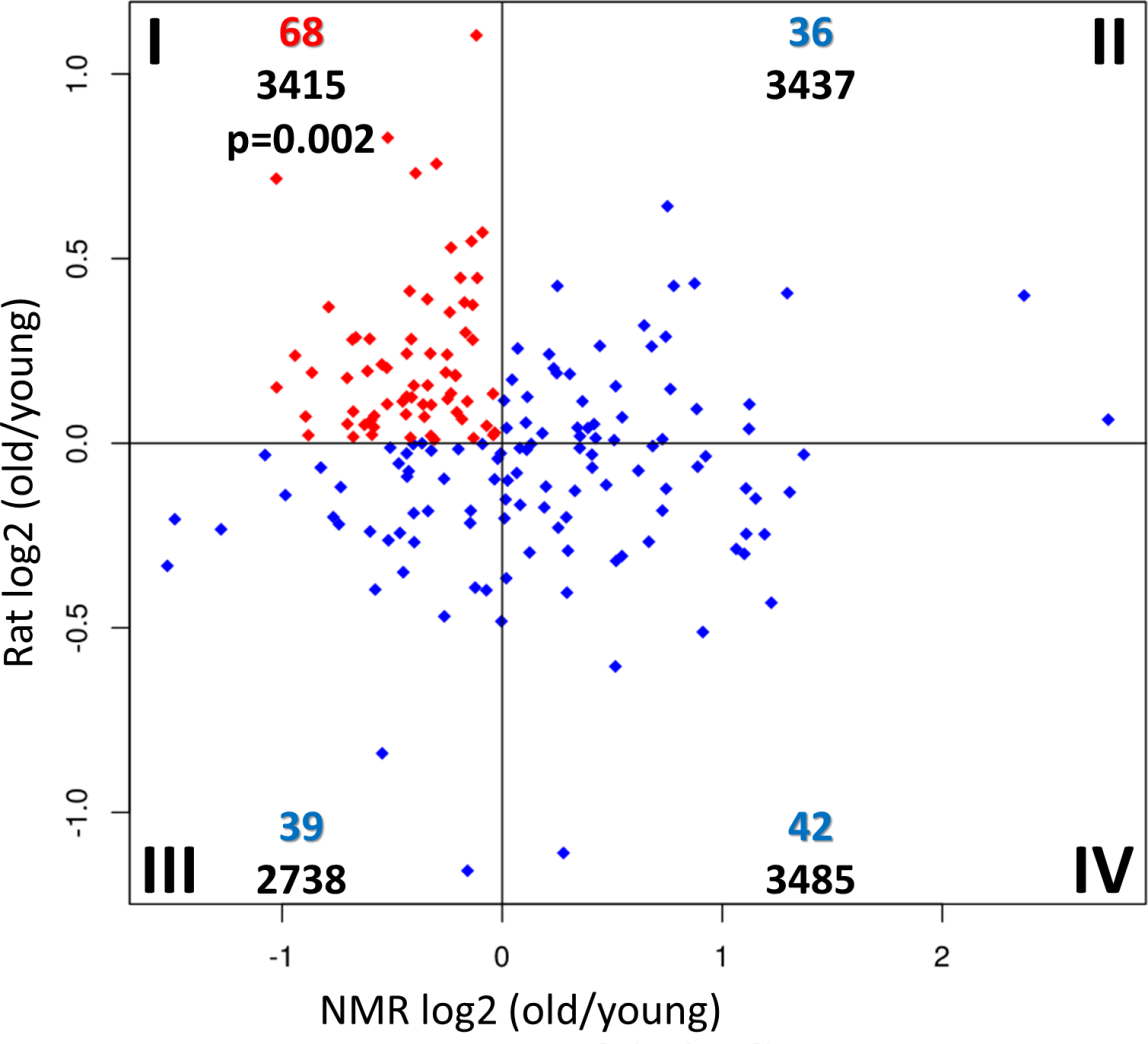
Changes of PSG expression in liver during aging of long-lived naked mole-rat and short-lived rat. The roman numbers describe the quadrant, the colored numbers below that show the number of PSGs in the respective quadrant and the black numbers at the bottom give the total regulated genes in the quadrant. The red marked quadrant (I) represents PSGs that were down regulated in naked mole-rat and up regulated in rat. This was tested against the sum of three blue marked quadrants (II, III, IV) with Fisher’s exact test (one-sided). The resulting p-value is shown in quadrant I. The total number of PSGs shown in this plot (185) is lower than the unique number of all PSGs (250) due to insufficient expression of genes (DEseq2) in at least one of the species.

### Positively selected genes are enriched for functional terms related to aging

To test whether the PSGs are enriched for genes known to be aging-related, we performed gene ontology (GO) term enrichment analysis. 

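In old naked mole-rat livers, HAO1, the glycolate oxidase of peroxisomes, rose from 30.0 ± 4.58 CPM (SD, n = 6 young) to 197 ± 92.3 (SD, n = 3 old), a log2 fold change of 2.72 (standard error 0.30, FDR = 0.00906 from edgeR). SLC22A7, an organic anion transporter of the hepatocyte, rose from 218 ± 68.9 to 1423 ± 662 CPM (log2 fold change 2.70, FDR = 0.0117 from edgeR). FGF21, a hormone that the liver releases on fasting, had a log2 fold change of 4.22 (standard error 0.82, FDR = 0.0376 from edgeR). Among the genes that fell, carbonic anhydrase CA3 went from 1707 ± 683 to 177 ± 45.7 CPM (log2 fold change -3.27, FDR = 0.0196 from edgeR), and the sulfotransferase SULT1C2 from 56.8 ± 21.6 to 3.91 ± 1.95 (log2 fold change -3.86, FDR = 0.0117 from edgeR). CDCA7, a gene of the cell division cycle, had a log2 fold change of -4.76 (FDR = 0.00906 from edgeR) and the natriuretic peptide receptor NPR3 one of -1.52 (FDR = 0.0190 from edgeR). These genes were chosen among those whose old and young livers do not overlap. In all, 1437 genes were higher and 448 lower in old livers, out of 12277 tested, against 1777 and 1070 with DESeq2 and 2511 and 2052 with voom. In 2191 genes (17.8% of those tested, against 2.38% expected for a gene whose livers lie in random order) the old livers lay all above or all below the young ones. Genes are not independent, and the share was not computed for other groupings of the livers. It also does not separate age from the label prefix, so the excess does not measure an effect of age. Leaving out old liver A gave 264 genes higher and 167 lower, and leaving out any one young liver other than the oldest gave 125 to 785 higher and 62 to 206 lower. Without the oldest young liver there were 862 lower, and without both A and the oldest young liver, an alternative chosen after seeing the data, 1758 were higher and 1451 lower.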

Among 16,639 naked mole-rat genes that were analyzed in total with regard to their expression, 2,220 genes were down-regulated and 3,212 genes up-regulated during naked mole-rat aging. Regarding all genes, there was a significant perturbation towards down-regulation during aging in 159 GO terms while 8 terms were perturbed towards up-regulation (FDR<0.1, GAGE; S20 Table). 

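Chromatin modifiers and regulators of small GTPases were higher as lists in old livers in camera with a preset correlation between genes, but not with an estimated one (both adjusted p = 0.498). Of 95 genes of chromatin modification, 22 rose with age, none fell and 73 did not pass (32 higher when adjusted over the list alone). They include the deacetylase HDAC6 (log2 fold change 0.99, FDR = 0.0436 from edgeR) and the histone methyltransferase KMT2B (1.76, FDR = 0.0509 from edgeR). Of 106 GTPase regulators, 23 rose, 2 fell and 81 did not pass, with 41 higher and 4 lower when adjusted over the list alone. The exchange factor VAV2, one of them, had a log2 fold change of 2.04 (standard error 0.43, FDR = 0.0410 from edgeR). It reached 649 CPM in old liver A, against 137 and 168 in B and C. The median log2 fold change was 0.39 for the chromatin list and 0.44 for the GTPase list, and 0.20 and 0.22 without liver A. With the preset correlation of 0.01, the adjusted p was 7.92e-06 for the chromatin list and 0.00340 for the GTPase list (both adjusted p = 0.498 with an estimated correlation). Of the 41 lists tested in this way, 18 were lower in old livers, 3 were higher and 20 did not pass, while 0 passed with an estimated correlation. In fry, which asks only whether a list's genes move one way, 1 list passed, that of bile acid synthesis and transport.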

The enriched 159 terms were summarized into 7 categories (REVIGO, S21/S22 Tables). Among the three by far largest categories based on the number of covered genes are “cellular respiration” (GO:0045333, rank one), “translation” (GO:0006412, three) previously linked to aging (see below). 

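Subunits of the respiratory chain and ribosomal proteins were lower as lists in old livers in camera with a preset correlation between genes, but not with an estimated one (adjusted p = 0.498 to 0.503). Of 39 subunits of complexes II to V, 38 had a negative log2 fold change (median -0.74) and 3 fell past the threshold (2 when adjusted over the list alone). The cytochrome c oxidase subunit COX6C went from 42.0 ± 17.8 CPM (SD, n = 6) to 14.3 ± 6.37 (SD, n = 3; FDR = 0.0550 from edgeR), and UQCRH of complex III had a log2 fold change of -1.14 (FDR = 0.0593 from edgeR). Of 35 complex I subunits, 34 were negative (median -0.66) and 2 fell, among them NDUFB5 (log2 fold change -1.17, FDR = 0.0716 from edgeR), with 0 past the threshold when adjusted over the list alone. All 21 genes of the tricarboxylic acid cycle were negative (median -0.72) and 3 fell (7 when adjusted over the list alone), such as citrate synthase CS (log2 fold change -0.91, standard error 0.26, FDR = 0.0657 from edgeR). The adjusted camera p was 1.35e-08 for complexes II to V, 1.21e-07 for complex I and 1.90e-06 for the tricarboxylic acid cycle (each adjusted p = 0.498 with an estimated correlation). Of 77 cytosolic ribosomal proteins, 76 were negative, with a median of -0.57, but only RPL9 (log2 fold change -0.93, FDR = 0.0809 from edgeR) and RPL4 (-0.87, FDR = 0.0905 from edgeR) passed on their own, and 0 did when adjusted over the list alone. Of 71 mitochondrial ribosomal proteins, 5 fell, MRPL37 among them (-0.97, FDR = 0.0720 from edgeR), 65 did not pass and MRPS21 rose (2.35, FDR = 0.0550 from edgeR), with 0 when adjusted over the list alone. None of 51 translation initiation and elongation factors passed on its own by edgeR, and their median was -0.43. The adjusted camera p was 6.87e-10, 1.90e-07 and 2.83e-05 for these 3 lists (adjusted p = 0.503, 0.498 and 0.498 with an estimated correlation). In the called genes named here liver A had the lowest CPM of the old livers, save MRPS21. Without A the median was -0.39 for complexes II to V, -0.36 for complex I, -0.30 for the tricarboxylic acid cycle, -0.25 for cytosolic and -0.28 for mitochondrial ribosomal proteins and -0.19 for translation factors, and without A and the oldest young liver the cytosolic ribosomal list no longer passed (adjusted p = 0.0735 in camera).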

While the other process “SRP-co-translational protein targeting to the membrane” (GO:0006614, two) may be related to aging as it is functionally connected to “translation”.

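Genes that bring nascent proteins to the endoplasmic reticulum, such as the signal recognition particle, its receptor and the SEC61 channel, were lower as a list in camera (adjusted p = 0.00134, and adjusted p = 0.498 with an estimated correlation). Of 24 tested, 20 had a negative log2 fold change, with a median of -0.45. SEC62, a partner of the SEC61 channel, went from 147 ± 20.7 CPM (SD, n = 6 young) to 88.1 ± 24.3 (SD, n = 3 old) and was the only one to pass on its own (log2 fold change -0.74, standard error 0.25, FDR = 0.0883 from edgeR). None passed when adjusted over the list alone (0 genes). The median was -0.31 without liver A and -0.21 without A and the oldest young liver, and that young liver stands apart from the other young livers in the mean of this list.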

With respect to possible pleiotropic effects, translation and cellular respiration are also key components of the growth program. To evaluate the PSGs in respect to these categories, we built the union of genes for each REVIGO category and tested for overrepresentation of PSGs. Regarding all PSGs, there was a significant overlap with “cellular respiration” (p = 2.3*10^−4^, one-sided fisher test). 

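Of the PSGs that S23 Table assigns to cellular respiration, 51 were tested, and 7 fell with age: ADK, B3GNT8, CYB5A, GPAM, IGF1, MOGAT2 and TMEM14C. TMEM14C, which carries a heme precursor into mitochondria, went from 86.1 ± 21.0 CPM (SD, n = 6 young) to 36.1 ± 17.5 (SD, n = 3 old; log2 fold change -1.25, FDR = 0.0579 from edgeR). The glycosyltransferase B3GNT8 had a log2 fold change of -2.79 (standard error 0.77, FDR = 0.0604 from edgeR). SARDH rose and 43 did not pass. When adjusted over the list alone, 9 were lower and 2 higher. The category unites many GO terms, and IGF1, a secreted growth factor, and the acyltransferases GPAM and MOGAT2 are not parts of the respiratory chain. Of the other 114 PSGs of S23 Table that were tested, 2 fell, an odds ratio of 8.78 (Fisher's exact test, two-sided p = 0.00411). It was 9.26 with DESeq2, 4.24 with voom and 4.64 without liver A (exact p = 0.221). The paper built this category from GO terms that were shifted toward down-regulation in these same livers, so neither this odds ratio nor the number that fell is independent evidence of a direction. The number that fell was 0 at FDR 0.05 and without any one of 3 young livers, 1 without another young liver, 2 without liver A, 9 without the oldest young liver, 13 with DESeq2, 21 with voom and 18 without A and the oldest young liver, an alternative chosen after seeing the data.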

Regarding only the 68 PSGs that were down-regulated in naked mole-rat and up-regulated during rat aging (quadrant I, Fig 2), “cellular respiration” showed a significant (p = 2.4*10^−7^) and “translation” a borderline significant enrichment (p = 0.10; S23 Table). This again suggests that PSGs are linked to aging relevant processes in an antagonistic pleiotropic way. 

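In the translation category of S23 Table, 26 PSGs were tested, and AHSG and IGF1 fell while SARDH and FXR2 rose. FXR2, an RNA-binding protein named here only after its value was seen, had a log2 fold change of 0.70 (standard error 0.19, FDR = 0.0568 from edgeR). The other 22 did not pass, 20 of the 26 had a negative log2 fold change, and the median was -0.45. When adjusted over the list alone, 2 were lower and 2 higher. This category, too, comes from GO terms shifted toward down-regulation in these livers, so its direction is not independent evidence. The number of PSGs of the category that fell was 0 without liver A and 0 without any one young liver other than the oldest, at most 3 with any other liver left out, 4 with DESeq2, 9 with voom and 4 without A and the oldest young liver, an alternative chosen after seeing the data.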

The result is also consistent with the hyperfunction theory of aging that suggests that antagonistic pleiotropy works via a mechanism of “perverted” growth. According to this theory the growth program that is beneficial during youth is not entirely stopped after finishing development and causes damage from that point on. The theory further claims that the master regulator mTOR (mechanistic target of rapamycin) governs this growth program [32, 33].

### Regulation of mTOR- and downstream processes show signs of positive selection leading to enhanced longevity

The kinase mTOR operates as a central regulator of cell metabolism, growth, inflammation and proliferation. It was identified as a key regulator of aging and aging-related diseases in yeast, nematodes, fruit flies, and mice [34, 35]. On branch 2 (naked mole-rat), we found *RHEB* (Ras homolog enriched in brain) coding for the direct, positive regulator of mTOR and on branch 9 (Ansell’s mole-rat) its paralog *RHEBL1* to be positively selected, a situation consistent with the concepts of parallel evolution as well as of subfunctionalization of genes after duplication. mTOR can be activated by RHEB either on the surface of the peroxisome [36]–in response to reactive oxygen species (ROS)–or on the surface the lysosome [37]–in response to amino acids. We found peroxisomal genes (GO:0005777) enriched for PSGs both in the union across all examined branches (FDR = 0.026) as well as on branch 1 (LCA of the African mole-rats, FDR = 0.002). With regard to the lysosome, the major lysosomal membrane component *LAMP2* (lysosomal associated membrane protein 2), was identified as PSG on branch 11 (blind mole rat) and has a tendency towards positive selection on branch 2 (naked mole-rat, FDR = 0.11). LAMP2 is estimated to contribute together with its paralog LAMP1 about 50% of all lysosomal membrane proteins.

Despite that mTOR is partially regulated at the lysosome, it is also a key regulator of autophagy [38]. Autophagy is a cellular protective cleaning mechanism, required for organelle homeostasis, especially mitochondria. While enhanced autophagy was shown to be associated with lifespan extension in worms, flies and mice, inhibition of autophagy, conversely, leads to premature aging in mice [39]. LAMP2 (see above) acts also as a receptor for chaperone-mediated autophagy. It is required for degradation of individual proteins through direct import into the lysosomal lumen [40, 41]. Aging-dependent decrease of *LAMP2* expression was observed in mouse liver. Reinstatement of juvenile LAMP2 levels in aged mice significantly reduces aging-dependent decline of cell function and restores the degree of cell damage to that found in young mice [42].

Besides the lysosome, another cellular protein quality control and degradation system is the proteasome. While impaired proteasome function and subsequent accumulation of misfolded proteins were tightly correlated with aging and aging-related neurodegenerative disorders like Parkinson’s and Alzheimer’s disease, long-lived humans have sustained proteasome activity [43–45]. Two proteasome subunit genes, *PSMG1* (proteasome assembly chaperone 1) and *PSMB4* (proteasome subunit beta 4), were identified as PSGs on branch 11 (blind mole rat). PSMB4 has been classified as a driver for several types of tumors [46], is down-regulated during naked mole-rat aging (FDR = 0.088; DESeq2) and is a known interaction partner of PRP19 (pre-mRNA-processing factor 19 or senescence evasion factor) that is essential for cell survival and DNA repair [47].

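PSMB4, a subunit of the proteasome's core, had 124 ± 19.4 CPM in young livers (SD, n = 6) and 91.3 ± 32.8 in old ones (SD, n = 3), a log2 fold change of -0.44 (standard error 0.27, FDR = 0.293 from edgeR), which did not pass the threshold. Old liver A had 54.0 CPM, whereas B, at 104, lay just below the lowest young liver (105) and C, at 116, among them. PRPF19, the gene of PRP19, had a log2 fold change of 0.76 (standard error 0.32, FDR = 0.146 from edgeR) and passed without the oldest young liver and without old liver B. Of the 44 genes for proteasome subunits and assembly, 36 had a negative log2 fold change (median -0.39, and -0.16 without liver A). The list was lower in camera (adjusted p = 0.000445, and adjusted p = 0.503 with an estimated correlation). The single member to pass on its own, PSMB8 of the immunoproteasome, was higher in old livers (log2 fold change 1.34, FDR = 0.0849 from edgeR), and 0 passed when adjusted over the list alone. The adjusted p of the list was 0.0582 without liver A and 0.105 without A and the oldest young liver, and the log2 fold change of PSMB4 without A was -0.17.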

Among mTOR-regulated processes that are relevant for both growth and aging are translation and cellular respiration [34]. Consistent with the observed antagonistic expression patterns of PSGs in the long-lived naked mole-rat and short-lived rat (see above), lower expression of genes related to these processes as well as pharmacological inhibition of the respective gene products was shown to be associated with longer lifespan in worms [48, 49], killifishes [50] and mice [51, 52].

Finally, mTOR is thought to play a critical role in regulating inflammatory and immune responses [53]. We found inflammatory response (GO:0006954; FDR = 0.027, Fisher’s exact test) and defense response (GO:0006952, FDR = 0.004) to be enriched for PSGs on branch 11 (chinchilla). Aging is tightly associated to the delicate balance between pro-inflammatory responses to resist potentially fatal infections and the inexorable damages that are accumulated by this [28, 54]. Chronic inflammation is described as a major risk factor for aging and aging-related diseases such as atherosclerosis, diabetes, Alzheimer's disease, sarcopenia and cancer [55].

IGF1 (insulin-like growth factor 1), a central regulator of the insulin/IGF1 pathway, was identified as PSG on branch 1 (LCA of African mole-rats). The insulin/IGF1 pathway is another aging relevant signaling pathway that links nutrient sensing to various anabolic and catabolic aspects of the metabolism [56]. Similar as for the mTOR-pathway, reduction of the insulin/IGF1 signaling increases longevity in worms, flies and mice and both pathways are linked by mutual feedback loops [34]. Furthermore, IGF1 is down-regulated during naked mole-rat aging (FDR = 1.6*10^−5^).

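IGF1 went from 418 ± 213 CPM in young livers (SD, n = 6) to 110 ± 70.8 in old ones (SD, n = 3), a log2 fold change of -1.93 (standard error 0.57, FDR = 0.0703 from edgeR). Liver A had 28.6 CPM, B 160 and C 140, and all 3 lay below every young liver. Of 26 genes of the insulin and IGF1 axis, IGF1 fell, FGF21 and the growth hormone signal transducer STAT5B rose (0.93 for STAT5B, FDR = 0.0564 from edgeR) and 23 did not pass. When adjusted over the list alone, 4 were lower and 2 higher. The list had a median log2 fold change of -0.56, or -0.19 without liver A, and an adjusted camera p of 0.0462 (adjusted p = 0.503 with an estimated correlation). The call of IGF1 held in 3 of 9 fits that left out 1 liver. It ended without liver A (log2 fold change -1.48, FDR = 0.144 from edgeR) and without any one young liver other than the oldest (log2 fold change -2.01 to -1.62, FDR = 0.112 to 0.130 from edgeR). The FDR was 0.0426 without A and the oldest young liver, an alternative chosen after seeing the data, and the adjusted p was 0.00518 with DESeq2 and 0.00450 with limma voom, while the list no longer passed without A (adjusted p = 0.258 in camera).

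**Figure D2:**
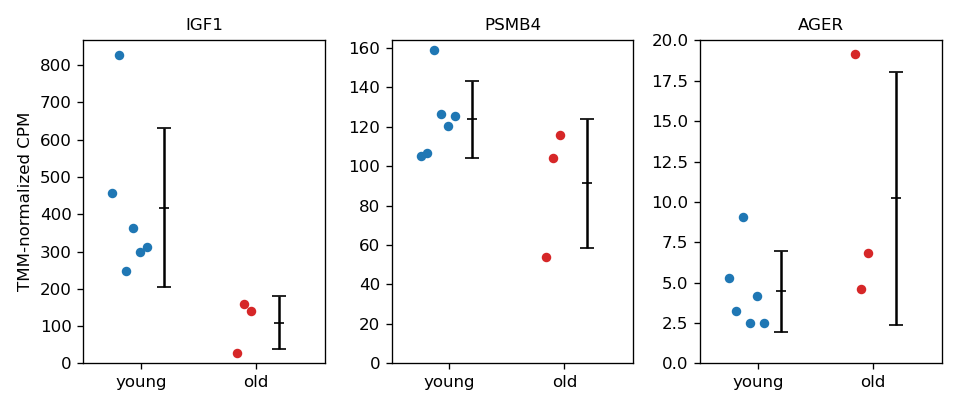
TMM-normalized CPM of IGF1, PSMB4 and AGER in each of the 6 young (blue) and 3 old (red) livers, with the mean and SD of each group as the black bar beside its points. In IGF1 the old livers lie at 28.6 to 160 CPM, below every young liver, while in PSMB4 and AGER the groups overlap.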

### Positive selection leading to enhanced longevity affects regulation of oxidative stress

With cellular respiration and peroxisome activity the main cellular sources of ROS were found to be affected by positive selection (see above). In small concentrations ROS can serve as signaling molecules, e.g. in regulation of mTOR [36] or apoptosis [57]. In higher doses, however, they can cause negative oxidative stress [58], i.e. damages to DNA, proteins and other cellular components [59]. Oxidative stress is thought to play a major role in the pathogenesis of neurodegenerative diseases [60] and even the determination of lifespan in general (“oxidative stress theory of aging”) [61]. On branch 3 (LCA of all African mole-rats except naked mole-rat), we found an enrichment of oxidoreductase activity (GO: GO:0016491; FDR = 0.056) and positive selection of *TXN* (thioredoxin), coding for an oxidoreductase enzyme that acts as an antioxidant extending lifespan in fly [62] and potentially also in mice [63, 64]. *SOD2* (superoxide dismutase 2) and *CCS* (copper chaperone for superoxide dismutase) are PSGs on branch 10 (chinchilla) and branch 2 (naked mole-rat), respectively. Both genes are involved in ROS defense and affect aging/lifespan in several species [65, 66]. This is interesting because in recent years, it has been repeatedly questioned that the oxidative stress theory of aging has much relevance for bathyergid rodents, given that several studies failed to find improved antioxidant capacities and/or less accumulation of oxidative damage in naked mole-rats compared to the much shorter-lived mice [67–69]. On the other hand, significantly higher levels of oxidative damage on proteins and lipids in non-reproductive as compared to reproductive females of the Damaraland mole-rat were found [70]. Since non-reproductive individuals live shorter (and hence age faster) than their reproductive counterparts in *Fukomys* sp. [71–73], these results are consistent with the oxidative stress theory of aging. The diverse signs of positive selection on branch 2 (naked mole-rat), 3 (LCA of all African mole-rats except naked mole-rat) and 7 (LCA of Ansell’s mole-rat and giant mole-rat) may suggest that the impact of oxidative stress on aging differs between naked mole-rat and other African mole-rats.

ROS production and ROS-induced damage to biomolecules are intertwined with the formation of advanced glycation end-products (AGEs). AGEs are stable bonds between carbohydrates and proteins/lipids which are formed in a non-enzymatic fashion. AGEs activate membrane-bound or soluble AGER (AGE specific receptor) and AGEs/AGER have been linked to several aging-related diseases including Alzheimer’s disease and diabetes [74]. Interestingly, *AGER* was found to be a PSG on branch 10 (chinchilla). The role of AGEs/AGER in aging is complex and ambivalent [75]. 

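AGER, the receptor of advanced glycation end products, was expressed at a low level in liver, with 4.46 ± 2.49 CPM in young naked mole-rats (SD, n = 6) and 10.2 ± 7.83 in old ones (SD, n = 3). Its log2 fold change was 1.19 (standard error 0.50, FDR = 0.148 from edgeR), which did not pass the threshold. Old liver A had 19.2 CPM, against 4.62 in B and 6.86 in C. Without liver A the log2 fold change was 0.37 (FDR = 0.739 from edgeR), and without the oldest young liver it was 1.53 (FDR = 0.0622 from edgeR).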

AGER is up-regulated in liver during naked mole-rat aging (FDR = 0.035). Similarly, in skin AGE levels rise with chronological age in Ansell’s mole-rat, but surprisingly are higher in the skin of slow aging breeders than of faster aging non-breeders [76]

### Positive selection leading to enhanced longevity affects metal ion homeostasis and transport

The majority of ROS is generated under participation of redox-active metals [77]. Therefore, disruptions of the metal ion homeostasis are thought to contribute to formation of free radicals. Furthermore, imbalances of metal ions, especially elevated iron levels, were associated with the pathogenesis of aging-related neurodegenerative diseases [78, 79]. Metal ion transport genes were found to be enriched for PSGs on branch 8 (giant mole-rat, GO:0030001, FDR = 0.025) and *TF* (transferrin) was identified as PSG on branch 4 (LCA of Cape, Cape dune, giant, Ansell’s mole-rat and common mole-rats). TF is an iron-binding protein responsible for transport of iron in the bloodstream and therefore essential for iron homeostasis [80]. Neurons regulate iron intake via the TF receptor and dysregulation of this tightly controlled process in the brain was shown to be highly associated with Parkinson’s and Alzheimer’s disease [81].

### Protein homology modeling suggests functional consequences of amino acid changes under positive selection

Our positive selection analysis provides not only candidate genes but also candidate amino acids for functional follow-up studies. Protein homology modeling may reveal insights into the potential structural impact of a predicted positively selected amino acid change. As a proof of concept, we performed homology modeling for the site of highest probability of selection in TF–Ser383Lys. Serum TFs form a bilobal structure, and each lobe contains two dissimilar domains with a single iron-binding site. Inspecting the structure of the Ansell’s mole-rat TF modeled on the rabbit protein (PDP ID: 1JNF; [82]) as template, we realized that Lys 383 is located at the interface between the two lobes (Fig 3A). In the rabbit TF two juxtapositioned Asn residues at position 383 and 312 might form an H-bond and this constellation could stabilize the inter-lobe interactions (Fig 3B). In contrast, the juxtaposition of the positively charged side chains of Lys383 and a conserved Arg312 in the Ansell’s mole-rat structural model would be expected to weaken the lobe-lobe interaction due to electrostatic repulsion. The functional consequences for TF implied by this modeling require experimental investigations.

**Fig 3:**
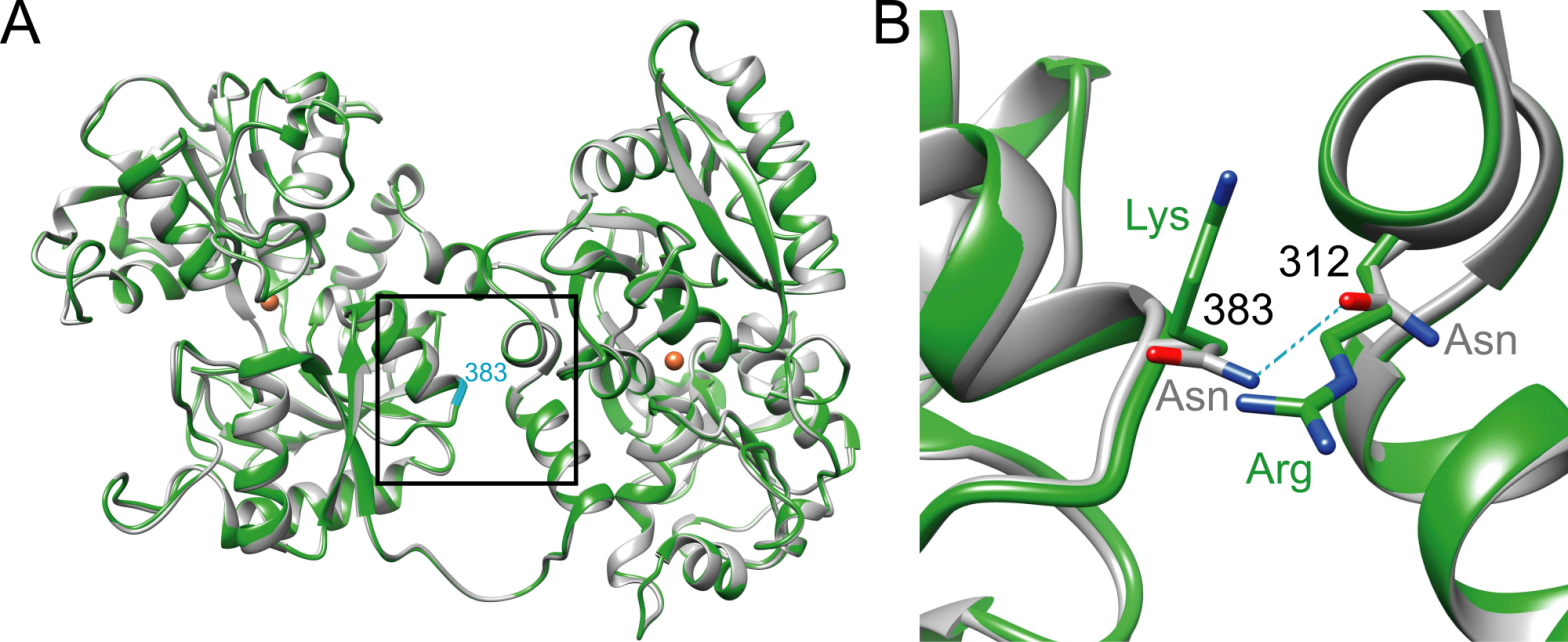
Homology models of Ansell’s mole-rat transferrin (TF). (A) Overview of the modeled Ansell’s mole-rat TF structure (green) superimposed onto the rabbit TF template structure (1JNF, grey). The position of the Asn383Lys site discussed in the text at the boxed center of the lobe interface numbered and indicated in cyan. Brown spheres: Fe^3+^ coordinated in the template structure (PDB ID: 1JNF; the radius of the metal ion is enlarged for better visibility). (B) Detail of the TF lobe interface. Shown is a magnification of the boxed region in (A). Coloring and numbering as in (A), side chain nitrogen atoms (blue), oxygen atoms (red). Potential hydrogen bond in 1JNF (light blue) as discussed in the text. Numbering (black) according to positions in the rabbit TF structure (1JNF).

## Conclusions

We provided a systematic scan for PSGs on evolutionary branches of the African mole-rat family and other rodents leading to enhanced longevity that examine d considerably more extant and ancestral branches and provides a high resolution of positive selection than previous studies.

Analyzing the gene expression of PSGs, we found a highly significant pattern of down-regulation in the long-lived NMR and up-regulation in the short-lived rat, fitting the antagonistic pleiotropy theory of aging [83]. The PSGs and enriched functional terms cover many of the processes that are regulated by the mTOR pathway, e.g. translation, autophagy and cellular respiration. Furthermore, with RHEB and RHEB1L, direct regulators of mTOR [84], and with IGF1, a central component of insulin-signaling, were found to be under positive selection. In addition, we linked positive selection with inflammation and the antioxidant defense, processes known to be involved in regulation of lifespan.

By providing statistical evidences that the set of identified PSGs represents a meaningful resource for aging research, our results may encourage experimental follow-up studies–regardless whether the gene is currently linked to aging or determination of lifespan or not–since all sequences and alignments including the identified positively selected sites are accessible via supplement data.

## Methods

### Ethics statement

For tissue collection, rats were euthanized with CO2, whereas mole-rats were either anaesthetized by 3% isoflurane inhalation (naked mole-rats) or 6 mg/kg ketamine combined with 2.5 mg/kg xylazine (giant mole-rats; see Garcia et al. 2015, doi: 10.1111/vaa.12180) and then euthanized by surgical decapitation. Animal housing and tissue collection was compliant with national and state legislation (Berlin: breeding allowance #ZH 156; animal experimentation approval G 0221/12, Landesamt für Gesundheit und Soziales, Berlin; Essen: breeding allowances 32-2-1180-71/328 and 32-2-11-80-71/345, ethics/animal experimentation approval 84–02.04.2013/A164, Landesamt für Natur-, Umwelt- und Verbraucherschutz Nordrhein-Westfalen).

### CDS data

We examined nine African mole-rat species covering all six genera. Additionally, our analysis comprises eight outgroup species, including the long-lived blind mole rat and the chinchilla. mRNA sequences of seven distantly related outgroup species were obtained from RefSeq along with their CDS annotation (S1 Table). For the naked mole-rat we used a recently published *de novo* transcriptome assembly [85]. RNA-seq data for six mole-rat species was obtained from GenBank Sequence Read Archive, study SRP061925 [17]. The reads were assembled and annotated using FRAMA as described in [85].

For Ansell’s and giant mole-rat, purification of RNA from 13 and 17 tissues, respectively, was done using Qiagen RNeasy Mini Kit following the manufacturer's description. Novel RNA-seq was performed for both species as described in S2 Table. *De novo* transcriptome assemblies of the generated data were performed using FRAMA with human as reference species [85]. In cases in which multiple isoforms per gene were annotated based on the reference, all of them were used in subsequent analyses. The completeness of the assemblies, estimated using BUSCO [86], was 54–100% (S1 Table).

For the silvery mole-rat and the greater cane rat genome sequencing was performed to complement the transcriptome data. DNA was isolated from liver tissue of two female silvery mole-rats and a male greater cane rat using DNeasy Blood & Tissue (Qiagen). DNA was then converted to Illumina libraries and sequencing was done as given in S2 Table. Sequence reads were cleaned by removal of adaptors. Then, the reads were trimmed using the CLC quality trim program (parameters -l 0.5, -f 33 and -b 0.1), i.e. the largest region of each read was identified that that has at max. 10% of its bases with quality scores ≤20 and this region was used for further analysis only if it contained at least 50% of the total bases of the respective read (otherwise the read was discarded). Additionally, duplicons were discarded. *De novo* genome sequence assembly was performed using CLC assembler (Qiagen) with default settings. The CDS annotation was done using AUGUSTUS [87] with Ansell’s mole-rat CDSs as hint. The estimated completeness for these assemblies using BUSCO was 39% and 13% for silvery mole-rat and greater cane rat, respectively (S1 Table). For the greater cane rat, an additional, reference based coding sequence assembly was created by mapping greater cane rat reads against giant mole-rat transcripts using CLC mapper (-a local -l 0.4 -s 0.9) and introducing changes to the giant mole-rat transcripts using CLC variation finder (-z unknown -c 2 –I). The estimated completeness of this assembly was 91% (S1 Table).

All animals were housed and euthanized compliant with national and state regulations. Read data was deposited as ENA (European Nucleotide Archive) study PRJEB20584.

### Identification of positively selected genes

To scan on a genome-wide scale for genes under positive selection, we fed the CDSs of the described species set along with the branches we wanted to examine (Fig 1) into the PosiGene pipeline [88]. Giant mole-rat was used as PosiGene’s anchor species. Orthology was determined by PosiGene via best bidirectional BLAST searches [89, 90] against the orthologs groups defined in the HomoloGene [91] database (PosiGene parameter -hs for HomoloGene species and -nhs for species not included in the database). Regarding the silvery mole-rat, for which we had both a genome and a transcriptome assembly, we used generally the transcriptome assembly, except for those ortholog groups in which the silvery mole-rat ortholog could not be assigned via transcriptomic but via genomic data. This was accomplished by calling the three PosiGene modules separately, feeding both assemblies independently in the first module (ortholog assignment) and deleting all genome-based silvery mole-rat sequences in those ortholog groups that contained transcriptome-based silvery mole-rat CDSs before calling the second module. We considered all genes with Benjamini-Hochberg corrected p-values (FDR) < 0.1 as candidate genes. To exclude that these candidates were products of computational convergence problems that are known to potentially cause false positives in such analyses [92], we performed for each candidate two control runs with PosiGene. Only those candidates that were approved in both control runs were considered as PSGs and used in subsequent analyses (across all branches 8 candidates were removed, S5–S15 Tables).

The above described procedure was performed separately for the branches 2–11 and for branch 1 with different greater cane rat assemblies. While for the branches 2–11 the *de novo* greater cane rat assembly was used, for branch 1 the reference based greater cane rat assembly was used. The reason for this separation is the lack of completeness of the initial *de novo* greater cane rat assembly (S1 Table). The impact of this for branches 2–11 can assumed to be minimal as the greater cane rat is only one of nine potential outgroups. For branch 1 (LCA of African mole-rats), however, the greater cane rat is the sister taxon whose presence is required in an alignment to ensure that detected signs of positive selection do not predate branch 1 [18]. Therefore, to avoid a considerably lower sensitivity with respect to branch 1 than for other branches, the second, more complete, reference based greater cane rat assembly was used (S1 Table).

An overview about the number of genes and sequences tested for positive selection in the different branches is shown in S4 Table.

### Differentially expressed genes during naked mole-rat and rat aging

The young and old rats (strain Wistar) had an age of 6 (n = 4) and 24 (n = 5) months, respectively. The young naked mole-rats had an age of 3.42±0.58 years (average±sd, n = 6). The old naked mole-rats were at least 21 years old (recorded lifetime in captivity, n = 3). All examined animals were males. All animals were housed and euthanized compliant with national and state regulations. For both species, purification of RNA from liver samples was done using Qiagen RNeasy Mini Kit following the manufacturer's description. In short, we performed RNA-seq using Illumina HiSeq 2500 with 50 nt single read technology and a sequencing depth of at least 20 mio reads/sample (S17 Table). For naked mole-rat, the read mapping was performed with STAR [93] (—outFilterMismatchNoverLmax 0.06—outFilterMatchNminOverLread 0.9—outFilterMultimapNmax 1) against the public genome (Bioproject: PRJNA72441) that we had annotated before by aligning the above-mentioned naked mole-rat transcriptome reference using BLAT [94] and SPLIGN [95]. Rat reads were aligned against the mentioned RefSeq reference using bwa aln [96] (-n 2 -o 0 -e 0 -O 1000 -E 1000). Read data and counts were deposited as GEO (Gene Expression Omnibus) series GSE98746. Differentially expressed genes (FDR≤0.1, S18 and S19 Tables) and fold-changes were determined with DESeq2 [97]. GAGE [98] was used to determine enriched gene ontologies based on fold-changes (S20 Table). Gene ontologies with FDR≤0.1 were summarized using REVIGO (allowed similarity = 0.5) [99]. Four of the six largest summarized categories of the resulting treemap (S21/S22 Tables) were further analyzed due their aging relevance (representative terms given): “translation” (GO:0006412), “cellular respiration” (GO:0045333), “response to oxidative stress” (GO:0006979) and “iron ion homeostasis” (GO:0055072). For each of these categories the union of genes across gene ontology terms was built. These unions were tested for significant overlaps with (i) the union of PSGs across branches and (ii) the union of PSGs across branches that were down-regulated during aging in naked mole-rat and up-regulated in rat (Fisher’s exact test). Functional annotation of the PSGs in respect to the four categories is given in S23 Table).

### Gene ontologies

We determined enrichments for GO categories with Fisher’s exact test based on the R package GOstats (S24 Table). The resulting p-values were corrected using the Benjamini-Hochberg method [100]. We used throughout the manuscript 0.1 as significance threshold.

### Homology modeling of protein structure

Models were built in SWISS-MODEL (http://swissmodel.expasy.org;) [101, 102]. No further optimization was applied to the resulting models. Superimposition of the model and template structures and rendering was carried out using CHIMERA [103].

## Supporting information

S1 Fig Taxon coverage.

S2 Fig Lengths of examined sequences.

S3 Fig GC−content of examined sequence.

S4 Fig Standard deviation of GC−content within alignments.

S1 Table Data sources for assemblies and sequence statistics.

S2 Table Samples that were sequenced to create genome/transcriptome assemblies.

S3 Table PSGs on multiple branches.

S4 Table Overview of positively selected genes (FDR<0.1) on examined branches.

S5 Table Results on branch 1.

S6 Table Results on branch 2.

S7 Table Results on branch 3.

S8 Table Results on branch 4.

S9 Table Results on branch 5.

S10 Table Results on branch 6.

S11 Table Results on branch 7.

S12 Table Results on branch 8.

S13 Table Results on branch 9.

S14 Table Results on branch 10.

S15 Table Results on branch 11.

S16 Table Overlaps between this and previous studies.

S17 Table Samples that were RNA-sequenced to examine gene regulation during aging.

S18 Table DESeq2 result for gene expression comparison of young (Ø 3.42 years) vs. old (>21 years) naked mole-rats.

S19 Table DESeq2 result for gene expression comparison of young (6 months) vs. old (24 months) rats.

S20 Table GAGE gene ontology enrichment for expression changes during naked mole-rat aging (Ø 3.42 vs > 21 years, FDR<0.1).

S21 Table REVIGO treemap result of GAGE enrichment for differential expression during naked mole-rat aging.

S22 Table REVIGO representative categories (representative term given) of GAGE enrichment for differential expression during naked mole-rat aging.

S23 Table PSGs in aging relevant summarized REVIGO categories and quadrant 1 (up-regulated in rat and down-regulated in naked mole-rat).

S24 Table Gene ontologies enriched for PSGs on examined branches based on GOStats and Fisher's exact test (FDR<0.1).

How the deposited data were processed for this re-analysis (not part of the article)

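RNA of livers from 6 young and 3 old male naked mole-rats was analysed, 1 library per animal. The authors made the deposited counts from single-end reads of polyadenylated RNA. Following the paper and the submitters' processing notes, reads were mapped with STAR (version 2.4.1d), only those with a single place in the genome were kept, and the reads on each gene of the authors' own annotation were counted with HTSeq. The version and strand setting of HTSeq are not given in the sources used here, so how reads of overlapping genes on opposite strands were counted is not known. Reads that fit close paralogs equally well have no single place and were not kept. The deposited counts are whole numbers, not normalized, for 16339 gene rows, 787 of which hold no count in any liver. Each liver has between 14541856 and 20464409 counts. Genomic coordinates are not given, because the gene table used here is of another genome build.

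Animals were grouped by the age given in the paper and the sample labels, which match on who is young and old. No pair of libraries was closer than sampling noise allows (lowest chi-square per degree of freedom 28.97), so each counts as 1 replicate. The 93 rows described with the data of the experiment, in which the order of symbols differs with the treatment of upper and lower case, hold 0.319% of the counts and were left out, as were 25 rows with symbols converted to dates (0.133% of the counts), which leaves 16221 rows. The plan had been to test the counts as deposited. The 93 rows were left out after the ranking of genes from the whole table had been seen.

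Old and young livers were compared in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr by age group, glmQLFit with robust estimation, glmQLFTest) without covariates, with Benjamini-Hochberg adjustment and the paper's threshold of FDR 0.1. CPM values are TMM-normalized and given as mean and SD. The standard error of a log2 fold change is its size divided by the square root of the F statistic. PSGs were taken from S4 Table (250 names in 259 entries) and matched by symbol, first as written and then without an isoform suffix. Of the names, 25 found no match. Their direction was compared with that of other genes by Fisher's exact test and by camera (limma 3.58.1, preset correlation 0.01 on log2 CPM), with 10000 random lists drawn within 20 bins of mean expression as a further background. Quadrant I and the categories were taken from S23 Table. In total 42 gene lists were written, and 41 had at least 5 members tested. The list of mitochondrially encoded genes was not tested, because none of its members was among the genes tested. Lists were tested with camera, with adjustment over the lists at 0.05, with an estimated correlation, and with fry. The p-values of gene lists and of Fisher's tests over genes describe these 9 livers, because genes are not independent replicates.

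The tests, thresholds, gene lists, alternatives and the rule for the genes to name were set before the data were examined, though the paper's tables, including the first part of S18 Table and the GO terms, had been read. The rule took every gene that the paper names as a PSG or in connection with aging of the naked mole-rat, the 10 genes with the lowest p and the 10 with the largest change in each direction among those whose old and young livers do not overlap and whose mean log2 CPM is 0 or more, passing over symbols that start with LOC, the 4 members of each list with the lowest p, and the 6 PSGs higher, 6 PSGs lower and 6 quadrant I PSGs with the lowest p. The text prints a part of these. Alternatives were DESeq2 size factors, upper quartile scaling, TMM without the 50 genes of highest mean count, DESeq2 1.42.0 with and without its normal prior, limma voom with quality weights, no filter on low counts, at least 10 counts in every liver, FDR 0.05, a minimum fold change of 1.5, other set tests and PSG lists, and leaving out each liver in turn.

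The edgeR test was tested on simulated counts of 12033 genes with 3 against 6 libraries, 200 of which were changed by a known amount. Of 50 genes changed by each of -2, -1, 1 and 2 on the log2 scale, 37, 11, 10 and 47 were recovered, with 11 false calls among 11833 unchanged genes. A change of 1 on the log2 scale was thus mostly missed in this simulation. In the livers 1885 of 12277 genes were called, and a given FDR admits larger p-values where more genes change. The share missed here therefore does not carry over to the livers. All 84 splits of the 9 livers into 3 and 6 were run to ask how often chance gives as many calls.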

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

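The tests of the age of the animal and of a state shared with the oldest young liver were chosen only after the result was seen. Values of each gene and list named in the text were compared among the 6 young livers by the gap of the highest or lowest liver to its nearest neighbour, divided by the whole range. Of 92 comparisons, 9 exceeded the limit of Dixon's test at 0.05, where chance gives about 1 in 20. In 8 of the 9 the liver that lay apart was the oldest young liver. The share of the range was 0.939 for PRPF19, 0.820 for SOD2, 0.803 for CKMT2, 0.732 for TXN, 0.732 for FGFR4 and 0.635 for GPAM. For the mean of a list it was 0.682 for cholesterol biosynthesis and 0.666 for protein targeting to the endoplasmic reticulum. In COL3A1, a collagen chain, it was 0.641, and another young liver lay apart.

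Old liver A lay far from old livers B and C, with 141 on a first principal component that holds 58.3% of the variance, against -0.22 for B and 5.23 for C. Its Spearman correlation with C was lower than that of B with C by 0.137, against a range of 0.0182 among the 5 other young livers. The label prefix of A reads "merged" and differs from the one that B and C share, which may mark a sequencing run. A difference in how the library of A was made or sequenced was not tested and cannot be told apart from the explanations below. A lower share of hepatocytes alone may raise the markers of other cell types, and in A minus B and C the hepatocyte markers had a median of -0.997 (standard error 0.31). Of the 8 lists of other cell types 1, that of Kupffer cells and macrophages, lay more than 2 standard errors under 0 (-2.36, standard error 0.43), while endothelial markers lay at 0.79 (standard error 0.36). The remaining lists lay within 2 standard errors of 0. Medians were under 0 for cholangiocytes (-0.34), stellate cells (-0.24) and erythroid cells (-0.036), and over 0 for neutrophils (0.99), T and NK cells (0.54) and B cells (0.20). A different mix of cell types therefore remains open. The deviations of A from B and C and of the oldest young liver from the other young livers correlated across genes (r = 0.558), which is consistent with a tissue or RNA state that both livers share, and as S17 Table gives the ages of A and C as over 21 years and the sample labels as 20 years, the age of the animal cannot be told apart from it.

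Several gene groups that the paper does not discuss differed between old and young livers in camera. The interferon response was higher (median log2 fold change 0.57, adjusted p = 0.00896, and adjusted p = 0.532 with an estimated correlation), with HERC5, HERC6 and DHX58 past the threshold among 31 genes (1 when adjusted over the list alone). Its median was 0.76 without liver A and 0.82 without A and the oldest young liver. Cholesterol biosynthesis was lower (median -0.89, adjusted p = 2.16e-05, and adjusted p = 0.498 with an estimated correlation), with TM7SF2 past the threshold among 25 genes (12 when adjusted over the list alone). Mitochondrial fatty acid oxidation and ketogenesis had a median of -0.59 (adjusted p = 0.000262, and adjusted p = 0.498 with an estimated correlation), with 2 genes lower and 2 higher of 31, as many as when adjusted over the list alone. In bile acid synthesis and transport (median -0.44, adjusted p = 0.00235, and adjusted p = 0.498 with an estimated correlation) 6 of 27 genes fell, CYP7A1, AKR1D1 and SCP2 among them, and FGFR4 rose (8 lower and 2 higher when adjusted over the list alone). For the urea cycle and amino acid catabolism the median was -0.59 (adjusted p = 4.45e-07, and adjusted p = 0.498 with an estimated correlation), with 8 genes lower, ACMSD and HAAO among them, and SARDH higher of 58 (19 and 4 when adjusted over the list alone). Gluconeogenesis and glycolysis had a median of -0.45 (adjusted p = 0.0244, and adjusted p = 0.498 with an estimated correlation), with 3 genes lower and 3 higher of 32 (9 and 6 when adjusted over the list alone). Drug metabolism had a median of -0.35 (adjusted p = 0.0301, and adjusted p = 0.498 with an estimated correlation), with 5 genes lower and 1 higher of 37, as many as when adjusted over the list alone. Without liver A the median was -0.55 for cholesterol biosynthesis, -0.28 for fatty acid oxidation, -0.29 for gluconeogenesis and glycolysis and -0.20 for drug metabolism. Without liver A the lists of gluconeogenesis and glycolysis (adjusted p = 0.0900) and of drug metabolism (adjusted p = 0.0562) did not pass.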

How the results depend on the processing

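Alternatives that keep the 93 rows as deposited or put their old values in the order that ignores case, that leave out old liver A and the oldest young liver together, and that join DESeq2's normal prior with no filter and the rows as deposited were chosen after seeing the data. The correction for GC content and transcript length was not run, because the gene table used here has no GC content. Gene lists were not tested again with DESeq2 or voom, because camera was run on log2 CPM. No paired analysis was possible because old and young animals share no replicate number. Odds ratios of PSGs are by Fisher's exact test, two-sided, and the cause of a change was not tested unless it lies in the alternative itself.

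Scaling and filters left the counts of genes within 1.5 times (1210 to 1506 higher, 375 to 481 lower). With the DESeq2 Wald test 1070 genes were lower, of which 17 were PSGs, 9 quadrant I PSGs, 13 PSGs of the respiration and 4 of the translation category; with its normal prior these were 1061, 17, 9, 13 and 4. With limma voom and quality weights 2511 genes were higher and 2052 lower, PSGs 26 and 37, with 23 of quadrant I, 21 of respiration and 9 of translation lower; the odds ratio of PSGs past the threshold was 1.75 (exact p = 0.0301), and AGER passed with a log2 fold change of 0.68 (adjusted p = 0.0675). At FDR 0.05, 330 genes were higher and 90 lower, PSGs 2 and 1, with 0 lower of quadrant I, respiration and translation, so the odds ratio of respiration, 8.78 in the main fit, was 0 (exact p = 1), and IGF1, at -1.93, did not pass. With a minimum fold change of 1.5, 40 genes were higher and 25 lower, PSGs 2 and 0, with 0 of quadrant I, respiration and translation, an odds ratio of 0 for PSGs past the threshold (exact p = 0.519), and IGF1 at -1.93 did not pass (adjusted p = 0.2).

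The preference of PSGs for down-regulation passed a p of 0.05 in Fisher's exact test under some choices. With no filter the odds ratio was 2.64 past the threshold (exact p = 0.0320) and 1.5 by sign (p = 0.00325), with upper quartile scaling 1.41 by sign (p = 0.0316), and without PSG names that carry an isoform suffix or start with LOC 1.38 by sign (p = 0.0443). With the 93 rows as deposited it was 2.60 (exact p = 0.0147) and 1.37 (p = 0.0481). With DESeq2's normal prior, no filter and the rows as deposited it was 2.12 (exact p = 0.0266) and 1.55 (p = 0.00173), and 1098 genes were lower, of which 21 were PSGs, 9 of quadrant I, 13 of respiration and 4 of translation. For PSGs of the naked mole-rat branch only, it was 1.61 (exact p = 0.633) and 1.08 (p = 0.882). Without old liver C both passed (2.42, exact p = 0.0174, and 1.39, exact p = 0.0339), and by sign the preference also passed without any one of 4 young livers. In camera the PSG list passed under no alternative run.

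Without old liver A and the oldest young liver, 1451 genes were lower, of which 24 were PSGs, 13 of quadrant I, 18 of respiration and 4 of translation, and 5 lists were higher. Of 1885 calls, 1571 were shared with that fit and 358 with the fit without liver A alone. With an estimated correlation 0 lists were lower and 0 higher; with fry 1 was lower and 0 were higher.

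Leaving out 1 liver at a time gave 125 (without the youngest liver) to 2071 genes higher and 62 to 862 lower, 2 to 24 PSGs higher and 0 to 15 lower, 0 to 7 of quadrant I, 0 to 9 of respiration and 0 to 3 of translation lower. Fewer livers lower the power of the test, though dropping the oldest young liver, B or C raised the number of genes higher (2071, 2055 and 1972). Odds ratios ranged from 0 to 2.58 for PSGs past the threshold, from 1.28 to 1.41 by sign and from 0 to 12.1 for respiration, apart from a fit with no other PSG lower, where it is not finite; the study chose the respiration category on these livers, so its odds ratio is no independent evidence. The log2 fold change was -2.31 to -1.48 for IGF1 and 0.37 to 1.54 for AGER, while the RHEB log2 fold change was -0.51 to 0.0126 and the PSMG1 log2 fold change -0.0906 to 0.0426. RHEB was also positive with voom (0.0325) and without A and the oldest young liver (0.0656), and PSMG1 with voom (0.0215), at least 10 counts in every liver (0.00117) and without A and the oldest young liver (0.00146); neither passed the threshold anywhere. Of 68 other genes named, 29 to 39 lost their call without any one of 4 young livers, 31 without liver A and 10 or fewer without any other liver. The age trend within the young livers passed under no alternative.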

Differences from the paper's values

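At the paper's threshold of FDR 0.1, 1437 genes were higher in old livers, against the paper's 3212, and 448 were lower, against the paper's 2220. Of the alternatives set before the data were examined, limma voom with quality weights came within 1.5 times of both (2511 and 2052), and none of the others did, DESeq2 included (1777 and 1070, or 1779 and 1061 with its normal prior). An added alternative, chosen after seeing the values, was DESeq2 with the normal prior, no filter and the 93 rows as deposited. It gave 1870 and 1098. It names these rows by the gene of the young livers. From C1QA to C1orf95, the fold changes of S18 Table had a correlation of -0.54 with that naming. With the same pairs named by the gene of the old livers it was 0.966. The paper states 16639 genes, while the count table has 16339 rows, as many as S18 Table in all (16339), of which 1998 could be read here.

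For IGF1 the adjusted p was 0.0703, against the paper's 1.6e-05, with the same direction. No alternative set before the data were examined came within 1.5 times of it, and the lowest was 0.00450 with voom. For PSMB4 it was 0.293, against the paper's 0.088, again in the same direction, and no alternative called it or came within 1.5 times of the paper's value. For AGER it was 0.148, against the paper's 0.035, in the same direction. None of the alternatives set beforehand came within 1.5 times of the paper's value, though AGER passed FDR 0.1 with voom (0.0675), without the oldest young liver (0.0622) and without old replicate B (0.0801).

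The paper states a preference of PSGs for down-regulation in the naked mole-rat, over both species together. In the naked mole-rat livers alone the odds ratio past the threshold was 2.08 (Fisher's exact test, one-sided p = 0.0724) and by sign 1.32 (one-sided p = 0.0403). With the 93 rows as deposited, an alternative chosen after seeing the data, these were 2.60 (Fisher's exact test, one-sided p = 0.0118) and 1.37 (one-sided p = 0.0246). There the PSGs C1QC, C1orf174 and C1orf86 were called lower. Named by the gene of the old livers, as S18 Table appears to be, the same pairs put each of them higher in old livers. Their mean log2(CPM + 0.5) was then 6.99 against 4.31, 3.96 against 0.12 and 4.49 against 2.29. The odds ratio under that naming was not computed. All 59 quadrant I PSGs tested had the paper's direction, which is no independent evidence, because the study chose them by the sign in these same livers. With voom 48 did, against 50 without old liver A and 50 without A and the oldest young liver. With no filter 67 did, and 68 in the added setting with DESeq2's normal prior, no filter and the rows as deposited. The number of quadrant I PSGs tested changes with the filter and the livers used, so these counts do not share 1 total.

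S18 Table lists C1R and C1S as higher in old livers (the paper's log2 fold changes are 12.09 and 8.54), whereas in the count table C1R has 8537 to 16803 counts and C1S 16873 to 31099 in the young livers. In S19 Table, on the rat, the column headed as p-values holds values below 0 in 940 of the 1998 rows read and above 1 in 366, from -8.88 to 8.22, which p-values cannot take.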

Other observations

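The tests on the 93 rows were chosen only after the result was seen. The clock repressor NR1D1 (log2 fold change 1.56, FDR = 0.0430 from edgeR) and the activator ARNTL (1.35, FDR = 0.0436 from edgeR) rose among the 4 clock genes past the threshold of 15, with none lower, though the list did not pass in camera (adjusted p = 0.128). The globins HBA2 (-2.36, FDR = 0.0376 from edgeR) and HBB (-2.52, FDR = 0.0499 from edgeR) and the heme synthesis enzyme ALAS2 (-1.85, FDR = 0.0312 from edgeR) fell, while 1 gene of the erythroid and platelet list rose, and the list did not pass (adjusted p = 0.0536, and adjusted p = 0.00108 without liver A). Stellate cell and fibroblast markers were lower as a list (median -0.59, adjusted p = 0.0101, and adjusted p = 0.498 with an estimated correlation), yet 4 fell, COL3A1 among them (-1.48, FDR = 0.0312 from edgeR), and the collagen VI genes COL6A1 (2.04, FDR = 0.0541 from edgeR) and COL6A2 rose (7 lower and 2 higher when adjusted over the list alone). Antioxidant defence was lower (median -0.63, adjusted p = 0.000758, and adjusted p = 0.498 with an estimated correlation), with 4 of 47 genes lower, such as the glutathione transferase GSTM1 (-1.74, FDR = 0.0541 from edgeR), and 3 higher, such as GPX7 (1.60, FDR = 0.0405 from edgeR) and GCLC (1.07, FDR = 0.0538 from edgeR); 5 and 3 passed when adjusted over the list alone. Chaperones and the unfolded protein response were lower (median -0.34, adjusted p = 0.000445, and adjusted p = 0.498 with an estimated correlation), with 3 of 43 genes lower and 2 higher (0 when adjusted over the list alone). Without liver A the median was -0.30 for antioxidant defence and -0.14 for chaperones.

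The mTOR pathway list did not pass in camera (adjusted p = 0.797). Of its 39 genes 4 rose, PRR5 (1.19, FDR = 0.0430 from edgeR) and DEPDC5 (1.15, FDR = 0.0541 from edgeR) among them, and none fell. That share is close to the one over all genes, of which 1437 of 12277 rose. In the list 23 of the 39 log2 fold changes were negative, with a median of -0.14. MTOR itself had a log2 fold change of -0.14 (FDR = 0.643 from edgeR), RHEB -0.27 (FDR = 0.508 from edgeR) and LAMP1 -0.47 (FDR = 0.486 from edgeR). Of the PSGs that the paper names for selection, TXN had -0.63, SOD2 -0.63, CCS -0.28, TF -0.79, IMP4 -0.79, MPZL2 -0.73, TACC2 0.39 and PSMG1 -0.02, none past the threshold in edgeR (FDR between 0.181 and 0.962). By voom CCS, TF, IMP4, MPZL2 and PRPF19 passed in the same direction, and CCS and PRPF19 also without A and the oldest young liver, an alternative chosen after seeing the data. AMHR2, MYBPHL and RHEBL1 had at most 5, 34 and 6 counts in any liver and were not tested. LAMP2 was not analysed here.

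The other lists did not pass in camera. Adjusted p was 0.0536 for peroxisome (0.0255 without liver A), 0.0553 for T and NK cell markers, 0.128 for Kupffer cells and macrophages, 0.137 for hepatocytes, 0.158 for acute phase and inflammation (0.00417 without liver A), 0.270 for autophagy and lysosome, 0.359 for immediate early and stress response, 0.364 for fatty acid synthesis and triglyceride assembly, 0.469 for iron and metal ions, 0.576 for antigen presentation by MHC class I, 0.619 for cholangiocytes, 0.648 for the cell cycle, 0.648 for complement and coagulation, 0.704 for senescence and DNA damage, 0.933 for B and plasma cells, 0.947 for neutrophils and 0.947 for endothelium. Without A and the oldest young liver, an alternative chosen after seeing the data, the lists of peroxisome (adjusted p = 0.0263), acute phase and inflammation (adjusted p = 0.0216), erythroid and platelet markers (adjusted p = 0.0177) and antigen presentation by MHC class I (adjusted p = 0.0111) passed. These calls use the preset correlation. In camera with an estimated one and all 9 livers, their adjusted p was 0.498, 0.684, 0.498 and 0.835. Median and mean differed in sign for the lists of iron and metal ions, complement and coagulation, mTOR and endothelium. Across the 6 young livers, the slope of each gene on age had a correlation of 0.333 across genes with the change from young to old (permutation of the ages, 100 draws, p = 0.228), and of 0.121 without the oldest young liver (permutation p = 0.683).

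In 93 rows in alphabetical runs, old and young livers differed far more than in other rows, by a median of 2.76 on the log2 scale against 0.36. That these genes differ between old and young livers is argued against by the values put in the order that ignores case, where the median difference falls to 0.250. The correlation of 0.977 in that order is consistent with a table in which the rows of the old livers were sorted without regard to case and those of the young livers with it. In the first 1998 of the 16339 rows of S18 Table, the paper's fold changes in the run from C1QA to C1orf95 had a correlation of 0.966 with the same pairs of rows when each was named by the gene of the old livers, of -0.54 with the table as deposited and of 0.294 with the order that ignores case, and the 20 lowest p-values read were all of such rows. The published test may therefore have used rows paired in this way, a hypothesis found and tested on the same data.

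The PSGs were compared with other genes in old and young livers under 3 explanations. Chance could not be excluded, since 19 of the 84 splits of the livers gave an absolute log odds ratio by sign as large as the real one, with a highest other of 0.409. The absolute value counts both directions, and most of the 19 lay toward up-regulation, the highest other among them (odds ratio 0.664). Toward down-regulation the highest odds ratio was 1.42, for the youngest liver with A and B. Each split as large as the real one in that direction held liver A. The odds ratio by sign was 1.32 without old liver A (exact p = 0.0795) and 1.32 with it (exact p = 0.0779), so it did not change when A was left out, but as neither excludes 1, the explanation by liver A alone stays open. A difference between library batches cannot be told apart from age, because 0 label prefixes hold both ages.

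For the number of genes higher in old livers chance alone is less likely, since 3 of 84 splits, the real one among them, gave as many (1437, highest other 1977), and for the number lower 2 of 84 did (448, highest other 950). The splits with more genes higher set the oldest young liver beside A and either B or C, which points to a structure of the libraries. For gene lists chance could not be excluded, with 10 of 84 splits for lists lower (18, highest other 22) and 69 of 84 for lists higher (3, highest other 19). All other splits with as many lists lower hold liver A among their 3 livers.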
